# A network-based approach reveals the dysregulated transcriptional regulation in non-alcoholic fatty liver disease

**DOI:** 10.1016/j.isci.2021.103222

**Published:** 2021-10-05

**Authors:** Hong Yang, Muhammad Arif, Meng Yuan, Xiangyu Li, Koeun Shong, Hasan Türkez, Jens Nielsen, Mathias Uhlén, Jan Borén, Cheng Zhang, Adil Mardinoglu

**Keywords:** Hepatology, Gene network, Systems biology

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is a leading cause of chronic liver disease worldwide. We performed network analysis to investigate the dysregulated biological processes in the disease progression and revealed the molecular mechanism underlying NAFLD. Based on network analysis, we identified a highly conserved disease-associated gene module across three different NAFLD cohorts and highlighted the predominant role of key transcriptional regulators associated with lipid and cholesterol metabolism. In addition, we revealed the detailed metabolic differences between heterogeneous NAFLD patients through integrative systems analysis of transcriptomic data and liver-specific genome-scale metabolic model. Furthermore, we identified transcription factors (TFs), including SREBF2, HNF4A, SREBF1, YY1, and KLF13, showing regulation of hepatic expression of genes in the NAFLD-associated modules and validated the TFs using data generated from a mouse NAFLD model. In conclusion, our integrative analysis facilitates the understanding of the regulatory mechanism of these perturbed TFs and their associated biological processes.

## Highlights

• Disease-associated gene modules are conserved across multiple NAFLD cohorts
• The central genes in disease-associated modules are key enzymes in cholesterol synthesis
• YY1 and KLF13 are potential key transcriptional regulators of NAFLD development

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is considered as one of the most important causes of liver disease, worldwide (Asrani et al., 2019). The global prevalence of NAFLD was estimated to be 25% and has increased rapidly (Huang et al., 2021; Younossi et al., 2016, 2018). NAFLD is characterized by the hepatic accumulation of triglycerides, spanning from simple non-alcoholic fatty liver (NAFL) to non-alcoholic steatohepatitis (NASH) that might progress to cirrhosis and hepatocellular carcinoma (HCC) (Friedman et al., 2018; Huang et al., 2021; Ioannou et al., 2019). Moreover, NAFLD is strongly associated with obesity, diabetes, and cardiovascular disease, therefore, it has drastically increased in patient groups with these diseases (Golabi et al., 2019; Ye et al., 2020; Younossi et al., 2019). Despite the high degree of popularity, no effective therapies are yet approved for the treatment of NAFLD (El-Agroudy et al., 2019; Mullard, 2020; Newsome et al., 2021; Stower, 2021). Hence, a comprehensive understanding of the underlying molecular mechanism of NAFLD is critical for the development of novel approaches for its prevention and treatment.

Biological networks provide a robust framework for integrating omics data, elucidating pathophysiological responses, and revealing the underlying molecular mechanisms involved in the progression of disease (Calabrese et al., 2017; Mardinoglu et al., 2018; Nayak et al., 2009). Biological networks, including protein-protein interaction networks, transcriptional regulatory networks (RNs), gene co-expression networks (GCNs), genome-scale metabolic models (GEMs) and integrated networks (INs), are widely used in systems analysis (Mardinoglu et al., 2018). The central goal of biological network analysis is to identify critical functional units (so-called modules) and their constituent genes (Califano et al., 2012; Choobdar et al., 2019). By investigating the importance of these functional modules in disease pathogenesis, it is possible to understand the biological mechanisms that underpin the disease (Cerami et al., 2010; Huan et al., 2013; Wainberg et al., 2021). In particular, GCNs of 17 human cancers and 46 human tissues have been generated and used to gain insights into disease mechanisms by identifying the key biological components of the cancers or tissues (Arif et al., 2021; Lee et al., 2018; Uhlen et al., 2017). GEMs are reconstructed by incorporating all biochemical reactions and transport processes in a cell or tissue and have been extensively used to discover potential biomarkers and drug targets, as well as to reveal the mode of action of a drug (Lewis and Kemp, 2021; Mardinoglu et al., 2018).

To date, GCNs have been used for investigating the causal mechanisms underlying NAFLD using mouse population data (Chella Krishnan et al., 2018) and human population data (Zhang et al., 2020) and for integrative analysis of mouse model data and patients data (Saeed, 2021). However, there remains a lack of holistic studies of samples that cover a large spectrum of disease severity. Moreover, the heterogeneity of clinical manifestations among NAFLD patients acts as an essential impediment for the discovery of critical pathogenic drivers, requiring in-depth systematic analysis consequently (Alonso et al., 2017). Recently, several liver-biopsy proved transcriptomics data from large patients’ cohorts had been conducted (Azzu et al., 2021; Govaere et al., 2020; Hoang et al., 2019), and these datasets may be used to provide significant functional insights based on network analysis that cannot be derived from individual gene-level analysis.

In this study, we employed an integrative systems biology approach by integrating NAFLD transcriptomics data with biological networks and elucidated the molecular mechanisms underlying NAFLD progression. We first generated GCNs for liver tissue of normal and NAFLD patients based on transcriptomics data and identified the perturbed modules associated with the severity of NAFLD. Secondly, we employed a liver-specific GEM called *iHepatocytes2322* to analyze the differential expression data, and gained insights into detailed metabolic differences in NAFLD. Third, we subsequently validated the perturbed modules using transcriptomics data from another two independent studies and highlighted the disease-associated modules that are conserved across multiple NAFLD cohorts by combing functional and topological similarities. Next, we used a liver cancer data set in The Cancer Genome Atlas (TCGA) to investigate if the dysregulated expression of genes in the disease-associated modules is relevant to patient outcome. Finally, we performed transcription factor (TF)-target regulatory network analysis, identified TFs that regulate disease-associated modules, and validated those TFs with the transcriptomics data from a mouse NAFLD model fed by high-sucrose diet (HSD).

## Results

### Generation of co-expression networks for liver tissue

To identify the robust co-expressed genes showing transcriptional differences between the liver tissue of normal subjects and NAFLD patients, we first constructed GCN of 226 non-diseased liver tissue based on the transcriptomics data from the Genotype-Tissue Expression (GTEx) database (GTEx analysis V8) (Consortium, 2013) and GCN of liver tissue from NAFLD cohort including 10 normal samples, 50 patients with NAFL, and 155 patients with NASH (Govaere et al., 2020) (Figure 1A). We filtered out lowly expressed genes for each data set based on their mean gene expression level (TPM < 1) and performed Spearman's rank correlation test between each gene pair. All p values were adjusted by FDR correction (Benjamini–Hochberg). Afterward, we retained gene pairs with top 10% significantly positive correlation (FDR < 0.05) on the networks (Figure 1A) and used the Leiden algorithm (Traag et al., 2019) to identify modules of genes from the network. In total, Leiden graph-based clustering identified six and five modules of genes in the GTEx cohort and NAFLD cohort, respectively. Each module in the same cohort consists of uniquely assigned genes with a substantial similarity between gene expression profile (Figure 1B; Data S1). Of note, we found that gene members of any module in the GTEx cohort were different from that of modules in the NAFLD cohort even though 95.9% genes comprising modules in the NAFLD cohort were included by GTEx modules (Figure 1C).

**Figure 1:**
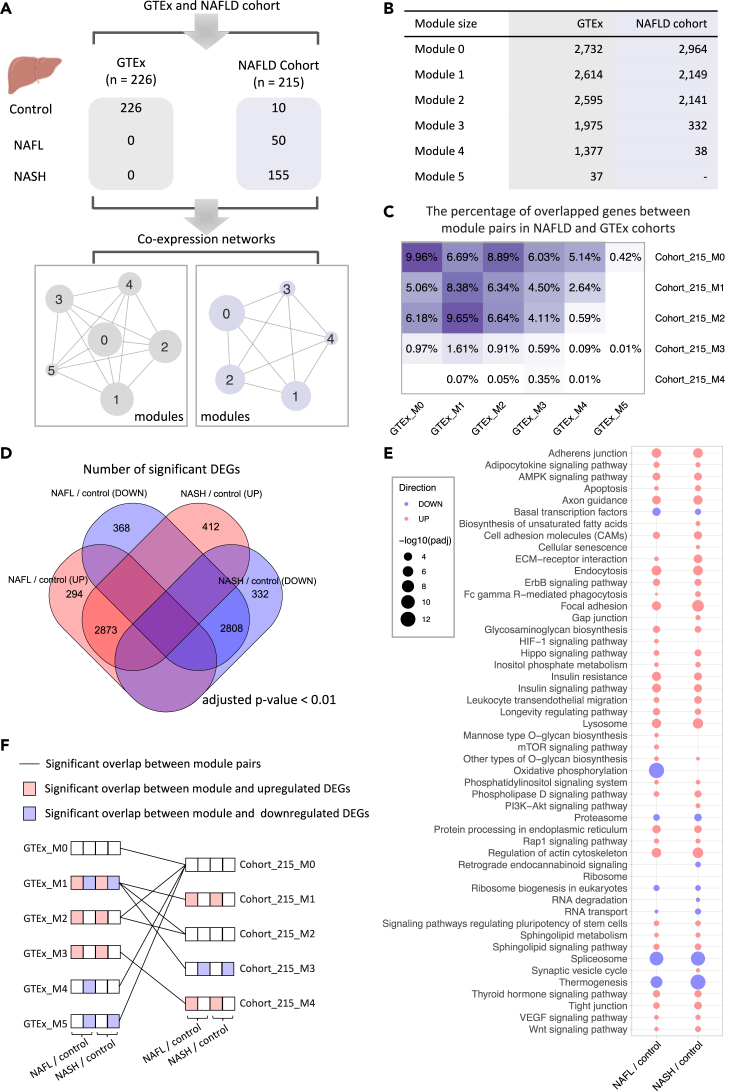
Sample information of studied cohorts and construction of co-expression networks (A) Transcriptome data of liver tissue were obtained from GTEx, NAFLD cohort with 226 and 215 samples ranging from normal, NAFL, NASH, respectively. Spearman rank-order correlation coefficient analysis was applied to calculate the correlation between gene pairs after removing the lowly expressed genes (TPM < 1), and the Leiden algorithm was used to detect modules of significantly correlated genes. The label (number) of the module assigned by the algorithm. (B) The numbers of genes consist of the individual module in each cohort. (C) The heatmap shows the percentage of overlapped genes between module pairs in NAFLD and GTEx cohorts. (D) The Venn diagram of differentially expressed genes (adjusted p value < 0.01) between patients with NAFLD and control samples. (E) KEGG pathway analysis shows pathways that were significantly altered in patients with NAFLD. Up- and down-regulated pathways are shown in blue and red, respectively—only pathways with adjusted p value (padj) < 0.01 are presented (see also Data S3. The size of the bubble is scaled by −log_10_(padj) for each KEGG pathway term. (F) Significant (p < 0.05, hypergeometric test) overlap between module pairs between GTEx and NAFLD cohorts and overlap between the module and dysregulated genes associated with NAFLD. GTEx, genotype-tissue expression; NAFLD, non-alcoholic fatty liver disease; NAFL, non-alcoholic fatty liver; NASH, non-alcoholic steatohepatitis; TPM, transcripts per kilobase million.

### Identification of perturbed modules in NAFLD

We investigated whether the differences in module composition correlated with the molecular changes underlying NAFLD progression. We first identified differentially expressed genes (DEGs) to reveal the global transcriptomic differences in the liver of patients with NAFLD. We observed that 3,167 and 3,285 genes were significantly upregulated (adjusted p value < 0.01) between NAFL and control samples and between NASH and control samples, respectively (Figure 1D; Data S2). Enrichment analysis in KEGG pathway showed that the upregulated DEGs are mostly enriched in the pathways associated with endocytosis, axon guidance, adherens junction, insulin resistance, and insulin signaling (Figure 1E; Data S3). Moreover, we found that 3,176 and 3,140 genes were significantly downregulated between NAFL and control samples and between NASH and control samples, respectively (Figure 1D; Data S2). Enrichment analysis showed that downregulated DEGs enriched in pathways associated with oxidative phosphorylation, spliceosome, thermogenesis, and proteasome (Figure 1E).

We also examined the enrichment of those dysregulated DEGs associated with NAFLD in each co-expression module identified in GTEx and NAFLD cohort data. The results showed that module 1 and module 3 of the NAFLD cohort with 215 samples (cohort_215_M1 and cohort_215_M3) are significantly enriched (hypergeometric test p value ≈ 0) by upregulated and downregulated DEGs associated with NAFLD, respectively (Figure 1F). In particular, 58.3% of genes (1,253 of 2,149) in cohort_215_M1 and 92.2% of genes (306 of 332) in cohort_215_M3 are significantly upregulated and downregulated in NAFL vs control groups, respectively. Of all genes, 55.1% of genes in cohort1_215_M1 and 90.7% of genes (301 of 332) in cohort_215_M3 are significantly upregulated and downregulated in NASH vs control groups, respectively. Notably, we found both cohort_215_M1 and cohort_215_M3 are significantly overlapped (hypergeometric test p value = 2.17 × 10^−14^ and 3.11 × 10^−8^) with module 1 in GTEx cohort (GTEx_M1), which were overrepresented by both upregulated and downregulated DEGs associated with NAFLD (Figure 1F). Interestingly, KEGG enrichment analysis of genes in those modules suggests that the significantly enriched pathways are consistent with the dysregulated pathways enriched by DEGs (Figures 1E and S2A). Moreover, we found cohort_215_M4 are significantly enriched by upregulated genes (15 and 21 of 38 in NAFL vs control and NASH vs control, respectively) and only significantly overlapped with GTEx_M3 (hypergeometric test p value = 4.11 × 10^−13^). Taken together, co-expression network analysis identified modules of genes that are significantly perturbed in patients with NAFLD.

### Altered metabolism in NAFLD patients

To further evaluate the detailed metabolic changes underlying NAFLD progression, we identified reporter metabolites (Patil and Nielsen, 2005), around which the most significant transcriptional changes occur, using differential expression data from NAFLD and network topology provided by *iHepatocytes2322* (Mardinoglu et al., 2014) (Figure S2B). Such reporter metabolites can thus be used to identify the key dysregulated regions of the metabolic network. A total of 321 metabolites were significantly (p value <0.05) associated with upregulated genes in either NAFL vs control or NASH vs control (Figures 2 and S2C; Data S4). Among these, the most significant reporter metabolites associated with upregulated genes in NAFL vs control were those involved in arginine and proline metabolism, glycerophospholipid metabolism, and nucleotide metabolism. The top reporter metabolites associated with upregulated genes between NASH and control samples were involved in beta-oxidation of fatty acids, cholesterol biosynthesis, and chondroitin/heparan sulfate biosynthesis. Chondroitin sulfate (CS) and heparan sulfate (HS) are the essential components of proteoglycans (PGs), which have been proposed as potential biomarkers for NASH diagnosis and staging of NAFLD by integrative analysis of transcriptomic data obtained from patients with NAFLD and GEM (Mardinoglu et al., 2014). The analyses from the current investigation are utterly consistent with the previous study. In addition, we observed 215 metabolites that were significantly associated with downregulated genes in NAFLD, involving in folate metabolism and oxidative phosphorylation (Figures 2 and S2D; Data S4).

**Figure 2:**
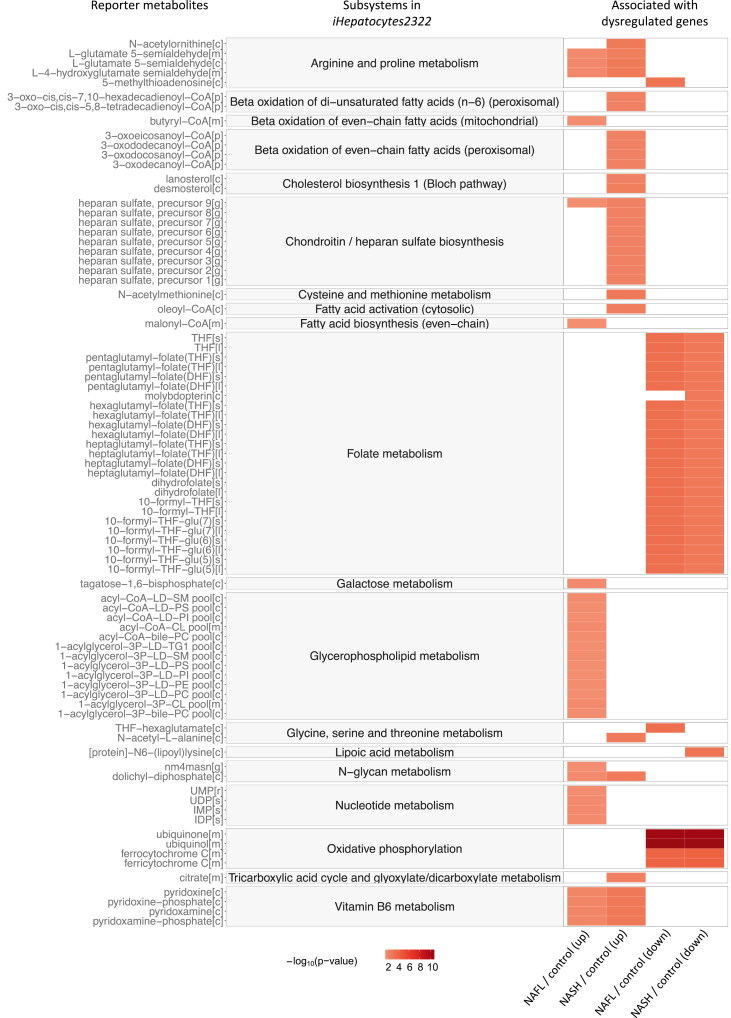
The most significant reporter metabolites between patients with NAFLD and control samples through the employment of *iHepatocytes2322* Reporter metabolites were calculated for the up- and down-regulated genes for each comparison. Top30-ranked reporter metabolites and subsystems in *iHepatocytes2322* associated with up- and down-regulated genes in each comparison are presented, respectively. Color is proportional to the minus logarithm of the p value (−log_10_(p value)), see also Data S4.

### Validation of perturbed modules in two independent NAFLD cohorts

To validate whether modules related to significant transcriptomics and metabolic changes in patients with NAFLD can truly reflect the perturbations in a disease-specific manner, we analyzed GCNs generated using liver-biopsy transcriptomics data sets from two independent NAFLD cohorts with 75 and 58 samples, respectively (Azzu et al., 2021; Hoang et al., 2019). To avoid repeated IDs, we assigned cohort 1 to the studied NAFLD cohort, and 2 and 3 for NAFLD cohorts for validation in the downstream analysis. By the same method of constructing GCN for the first NAFLD cohort, we identified four and eight modules of genes in NAFLD cohort 2 and 3, respectively (Figures S3A and S3B). To explore module similarity among NAFLD cohorts, we calculated the Jaccard index between each pair of modules from different NAFLD cohorts and performed hypergeometric test to evaluate the significance of the observed overlap in gene members (Figures 3A, 3B, and 3C; Data S1). To begin with, we tested the modules between NAFLD cohort 1 and cohort 2. The results showed that genes in cohort1_215_M4 were only significantly overlapped (29 of 38; Jaccard index = 0.388; hypergeometric test p value = 1.66 × 10^−69^, Figures 3A and 3D) with genes in module 3 of NAFLD cohort 2 with 75 samples (cohort2_75_M3). We next tested the module pairs in NAFLD cohort 1 and cohort 3, and found cohort1_215_M4 also shared 29 genes with module 7 of NAFLD cohort 3 with 58 samples (cohort_3_58_M7) (Jaccard index = 0.434; hypergeometric test p value = 3.73 × 10^−71^, Figures 3B and 3D). Interestingly, the genes in cohort2_75_M3 were significantly overlapped (45 of 80; Jaccard index = 0.425; hypergeometric test p value = 1.82 × 10^−86^, Figures 3C and 3D) with genes in cohort3_58_M7 as well.

**Figure 3:**
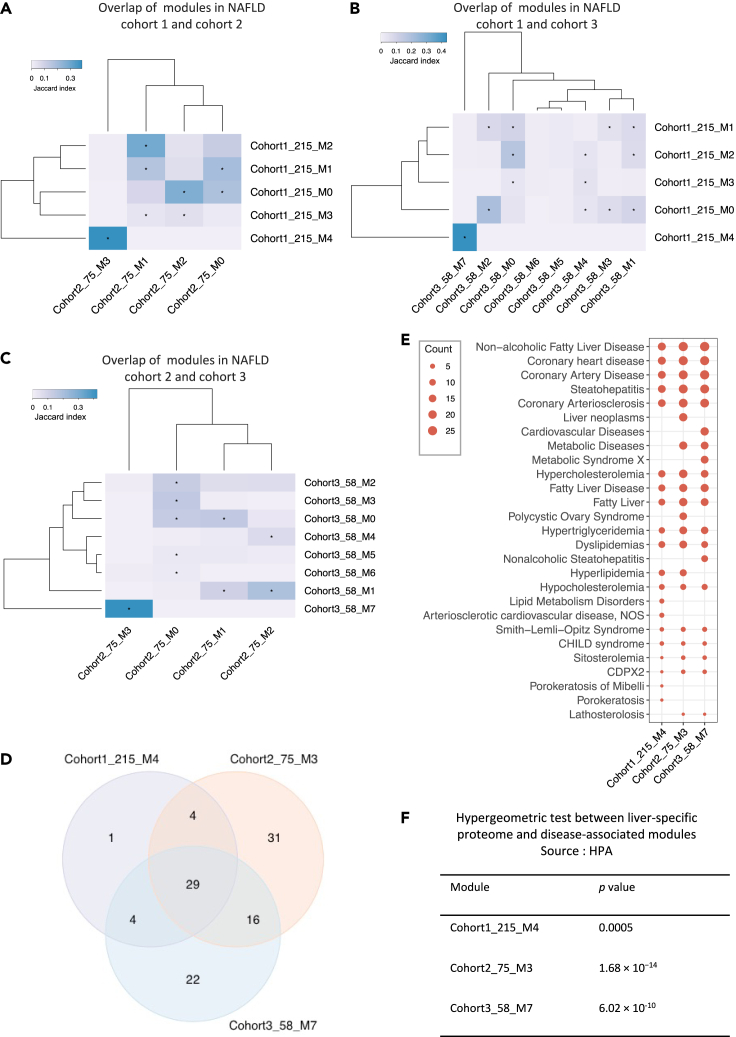
Validation of disease-related modules using two independent NAFLD cohorts (A**–**C) Hierarchical clustering of Jaccard Index between module pairs from NAFLD cohort 1 and 2; NAFLD cohort 1 and 3; NAFLD cohort 2 and 3. Color scales representing the range of the Jaccard index. Asterisk indicates the statistical significance of the overlap between gene members in any two modules from the different cohorts. (D) Venn diagram shows numbers of genes overlapped between cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7. (E) Dot-plot heatmap shows top 20 significantly (“q-value FDR B&H” < 0.05) enriched diseases by genes in each module (cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7). The size of each dot is proportional to the number of genes enriched in each disease term. (F) The table shows the results from a hypergeometric test between liver-specific proteome (HPA) and disease-associated modules in NAFLD cohorts, the overlap with p value less than 0.05 was considered as significant.

To validate if those conserved modules in NAFLD cohorts have a similar expression pattern in normal liver tissue, we subsequently assessed the module similarity and overlap between any two modules between the GTEx cohort and NAFLD cohorts. Hierarchical clustering of the Jaccard index between module pairs showed that a distinct cluster consisting of cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7 was only significantly over-represented by module 3 in GTEx cohort (GTEx_M3), which contains 1,975 genes (Figures 1B and S3C). We found that more than 70% genes in cohort1_215_M4 (27 of 38; hypergeometric test p value = 4.11 × 10^−13^), cohort2_75_M3 (57 of 80; hypergeometric test p value = 4.97 × 10^−27^), and cohort3_58_M7 (50 of 71; hypergeometric test p value = 2.92 × 10^−24^) were included by module GTEx_M3 (Figure 4A).

**Figure 4:**
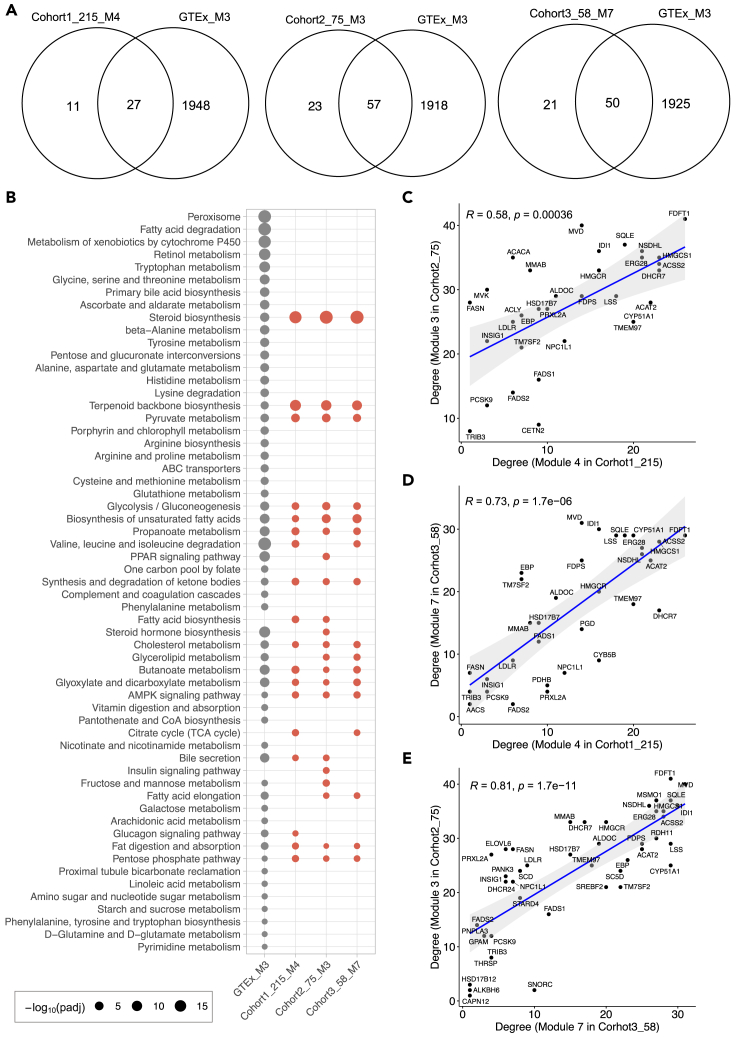
Functional enrichment and topological structure analyses of disease-associated modules (A) Venn diagram shows numbers of genes overlapped between GTEx_M3 cohort and cohort1_215_M4 (hypergeometric test p value = 4.11 × 10^−13^), cohort2_75_M3 (hypergeometric test p value = 4.97 × 10^−27^), and cohort3_58_M7 (hypergeometric test p value = 2.92 × 10^−24^), respectively. (B) Dot-plot heatmaps are showing KEGG pathways enriched in different modules. The color differences of dots indicate the studied cohort (GTEx or NAFLD) in which the module detected. The size of each dot is proportional to the significance (−log_10_(padj); padj represents “q-value FDR B&H” with value <0.05) of enrichment for each KEGG pathway term. (C**–**E) Correlation between degrees among disease-associated modules from different cohorts. The correlation was evaluated by Spearman correlation coefficients.

For a systematic evaluation on biological functions related to the modules, we quantified the statistical significance of enrichment of genes with the association in disease-related gene sets obtained from DisGeNET database (https://www.disgenet.org/) (Pinero et al., 2020), liver-specific proteome in Human Protein Atlas (HPA) database (http://www.proteinatlas.org/) (Uhlen et al., 2015), and KEGG pathway gene sets. We found that genes in cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7 were significantly over-represented by multiple liver disease-related gene sets, including NAFLD and steatohepatitis (Figure 3E; Data S5). Interestingly, these three modules were also significantly enriched in coronary heart disease, coronary artery disease, and coronary arteriosclerosis. We further evaluated the overlap of genes in each of three disease-associated modules with 936 liver-specific genes defined by HPA (Fagerberg et al., 2014; Uhlen et al., 2015; Yu et al., 2015). The results showed that genes in cohort1_215_M4 (10 out of 38; hypergeometric test p value = 0.0005), cohort2_75_M3 (30 out of 80; hypergeometric test p value = 1.68 × 10^−14^), and cohort3_58_M7 (22 out of 71; hypergeometric test p value = 6.02 × 10^−10^) are highly enriched with liver-specific genes (Figure 3F). In addition, we observed that genes in GTEx_M3, which shows high module similarity with those three modules identified in diseases cohorts, are significantly enriched in the peroxisome, branched-chain amino acids (BCAAs; valine, leucine, and isoleucine) degradation, and fatty acid degradation (Figure 4B). However, steroid biosynthesis and terpenoid backbone biosynthesis were the most significantly enriched pathways in all the three modules of disease cohorts. Moreover, fatty acid biosynthesis, citrate cycle (TCA cycle), and insulin signaling pathway were only significantly enriched in the modules of disease cohort(s).

### Topological features of genes in NAFLD-associated modules

The analysis of topological properties can provide important information about hub genes or other influential genes in the module. To understand the interplay of genes in the module, we then obtained several key network properties using the “NetworkAnalyzer” in Cytoscape to analyze the disease-associated modules. In our workflow, we used degree and closeness centrality to evaluate the importance of nodes in a module. In an undirected network, the degree of a node is the number of edges linked to this node and a node with a high degree has been considered as functionally significant (Doncheva et al., 2012). Genes with high closeness centrality are considered as a controlling point of molecular communication (Miryala and Ramaiah, 2019).

Topological analysis showed that gene *FDFT1* has the highest degree in both cohort1_215_M4 (26 edges) and cohort2_75_M3 (41 edges), whereas gene *MVD* has the highest degree in cohort3_58_M7 (Figures 4C–4E, S4, and S5A; Data S6). The other genes with high connectivity are *HMGCS1*, *DHCR7,* and *ACSS2* (23 edges, respectively), and *ACAT2* (22 edges) in cohort1_215_M4; *MVD* (40 edges), *MSMO1* and *SQLE* (37 edges, respectively), and *IDI1* and *NSDHL* (36 edges, respectively) in cohort2_75_M3; *IDI1*(30 edges), *LSS*, *CYP51A1*, *FDFT1,* and *SQLE* (29 edges, respectively) in cohort3_58_M7. Interestingly, we observed a highly positive correlation between the degree of 33 genes overlapped in cohort1_215_M4 and cohort2_75_M3 (Spearman’s correlation = 0.58, p = 0.00036, Figure 4C), which indicates that those two modules have a similar topological structure. Similarly, a highly positive correlation between degree of 33 genes shared by cohort1_215_M4 and cohort3_58_M7 (Spearman’s correlation = 0.73; p = 1.7 × 10^−6^, Figure 4D) and that of degree of 45 genes shared by cohort2_75_M3 and cohort3_58_M7 (Spearman’s correlation = 0.81; p = 1.7 × 10^−11^, Figure 4E) were also observed. Moreover, the top five genes with the highest closeness centrality in cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7 are also highly conserved (Figure S5B). We also observed a strong correlation between closeness centrality of shared genes in any disease-associated module pairs of NAFLD cohorts (Figure S5C).

### Validation of topological features in an HCC cohort

Given that NAFLD has emerged as the fastest-growing cause of HCC (Huang et al., 2021; Ray, 2018), we next investigated whether the expression of the genes in NAFLD disease-associated modules, especially genes with high-connectivity, is predictive of patients with HCC using the Liver Hepatocellular Carcinoma dataset (https://portal.gdc.cancer.gov/projects/TCGA-LIHC) (Figure S6A). The expression of 19 genes in cohort1_215_M4, 39 genes in cohort2_75_M3 and 40 genes in cohort3_58_M7 are significantly (log rank p value < 0.05) associated with the survival of patients, respectively (Figure S6B; Data S7). Among these, the high expression of 19 genes in cohort1_215_M4, 28 genes in cohort2_75_M3, and 31 genes in cohort3_58_M7 are significantly associated with an unfavourable survival of patients. For example, the high expression of *FDFT1* (log rank p value = 6.54 × 10^−4^) with the highest connectivity in both cohort1_215_M4 and cohort2_75_M3 and *MVD* (log rank p value = 1.26 × 10^−3^) with the highest connectivity in cohort3_58_M7 are significantly associated with poor patient outcome (Figures S6C and S6D). In addition, some of these genes have already been described as associated with NAFLD associated HCC (NAFLD-HCC). For instance, the high expression of *SQLE*, a second rate-limiting enzyme involved in *de novo* cholesterol synthesis with relatively high connectivity in disease-associated modules (Figures S4 and S5A), was predictive of unfavourable survival of HCC patients (log rank p value = 7.39 × 10^−4^; Figure S7). Indeed, recent studies have demonstrated that *SQLE* acts as an independent prognostic factor in patients with NAFLD-HCC, and *SQLE* inhibition suppressed NAFLD-HCC growth *in vitro* and *in vivo* (Liu et al., 2018a; Ray, 2018).

### Identification of TFs that regulate the NAFLD-associated modules

To investigate the transcriptional regulation in maintaining homeostasis and alterations in the disease state, we performed TF enrichment analysis (hypergeometric test) using the genes from the disease-associated modules and module 3 in GTEx, which shows high similarity to disease-associated modules (Figure 5; Data S8), based on TRRUST database (Han et al., 2018). Our results indicated that *HNF4A*, *HNF1A*, *PPARGC1A*, *SREBF2,* and *PPARA* are the most significantly enriched TFs in GTEx_M3 (Figure 5A). We observed that *HNF4A*, *SREBF1*, *SREBF2*, *YY1,* and *KLF13* are significantly enriched TFs in all three disease-associated modules. We also found significant upregulation of hepatic expression of *SREBF1*, *SREBF2*, *HNF4A*, and *KLF13* in NAFL and NASH compared to the control group (adjusted p value < 0.05, Figures 5B–5F; Data S2).

**Figure 5:**
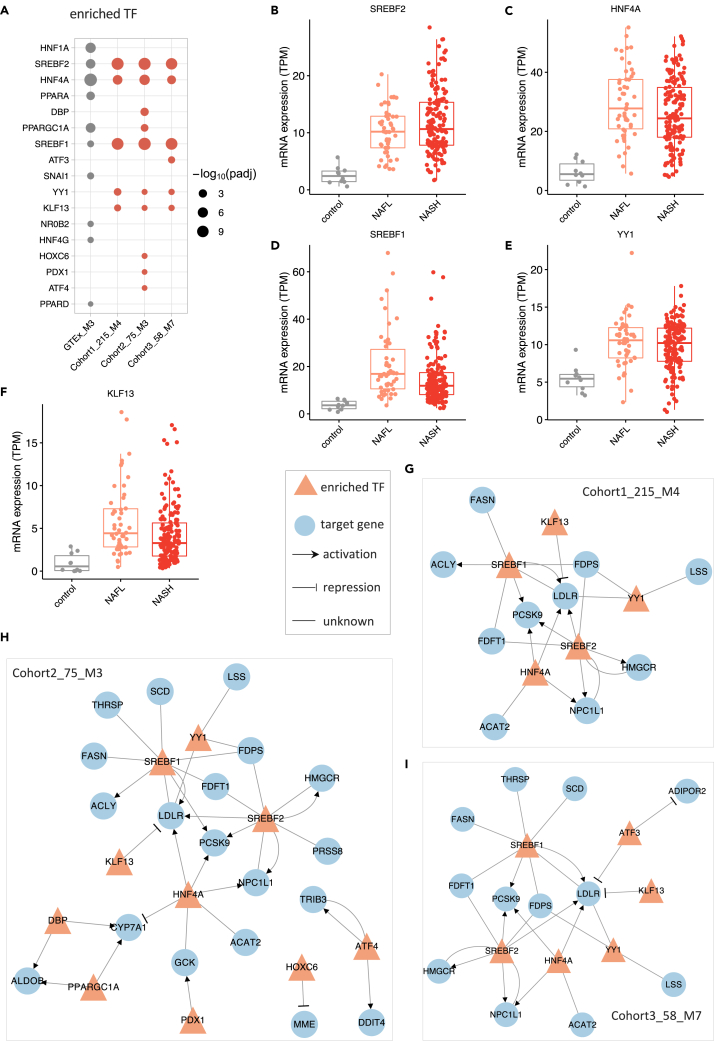
Regulatory relationship between enriched transcription factors and associated target genes in disease-associated modules (A) enriched transcription factors in GTEx_M3, cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7. (B**–**F) mRNA hepatic expression of the enriched transcription factors including SREBF2, HNF4A, SREBF1, YY1, and KLF13. (G**–**I) the regulatory network between enriched transcription factors and associated target genes in cohort1_215_M4, cohort2_75_M3, and cohort3_58_M7, repectively. The regulation between transcription factor and its target was retrieved from the TRRUST database.

We then constructed the regulatory networks for the enriched TFs and associated targets in each of the modules (Figures 5G–5I and S8). We observed that *HNF4A*, an important transcriptional factor mainly expressed in the liver, regulates the expression of genes involved in lipid metabolism and fatty acid oxidation, including cholesterol/triglyceride transporter (e.g., *ABCG8*, *ABCG5* and *MTTP*), oxidoreductase (e.g., *AKR1C4*, *CYP2D6,* and *CYP2B6*) in the regulatory network of GTEx_M3 (Figure S8). As known, *SREBF1* and *SREBF2* regulate the expression of genes associated with *de novo* lipogenesis (DNL) (e.g., *FASN*, *SCD*, *ACACB*), synthesis and cellular uptake of cholesterol (e.g., *HMGCR*, *FDFT1*, *NPC1L*), respectively. Moreover, *PPARA* regulates the expression of genes involved in peroxisomal and mitochondrial β-oxidation, including *ACSL1*, *CPT1A*, *CYP1A1*, and *ACOX1*. Apolipoprotein C3 (*APOC3*), a central regulator of plasma triglyceride levels by inhibiting the removal of remnants of triglyceride-rich lipoproteins, is the most highly regulated gene by *HNF4A*, *NR0B2*, *PPARA,* and *PPARGC1A* in the regulatory network of GTEx_M3. Interestingly, low-density lipoprotein receptor (*LDLR*, a key receptor that is internalized by endocytosis) is the most highly regulated genes in the disease-associated modules (Figures 5G–5I) by *SREBF1*, *SREBF2*, *HNF4A*, *YY1,* and *KLF13*. This indicates that highly co-expressed genes involved in cholesterol metabolism in disease-associated modules are essential compared with the other endocytosis-related genes that are co-expressed in other modules in the same cohort. In addition to the well-established regulation of *LDLR* activation by SREBFs and *HNF4A*, *YY1* and *KLF13*, two specific TFs regulating the disease-associated modules, also showed a regulatory role in the transcriptional regulation of *LDLR*. Taken together, the complicated regulation of *LDLR* in the disease-associated modules rather than endocytosis in normal liver tissue might play an essential role in the dysregulation of lipid metabolism underlying the NAFLD pathogenesis.

### Validation of TFs in a mouse NAFLD model

Next, we generated liver transcriptomics data from a mouse NAFLD model fed by HSD and performed reporter TF analysis (Huang et al., 2017; Liu et al., 2019; Oliveira et al., 2008) by integrating with the same network of TF-target from TRRUST database (Han et al., 2018). 

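Liver RNA was sequenced from 9 C57BL/6J mice, an inbred laboratory strain, and each library came from a separate animal. In this set, 5 mice were kept on chow and 4 were fed the high-sucrose diet (HSD) from the age of 8 weeks for 3 weeks, and livers were taken at 11 weeks. The authors prepared poly-A-selected libraries, sequenced them as pairs of 51-base reads and quantified them with kallisto, which assigns reads to transcripts by the short sequences they share. The deposited tables give an estimated count and a TPM value (the share of transcripts, corrected for transcript length) for 19329 gene symbols in each library. The submitters' processing notes name the genome build GRCm38, and the release of the gene annotation is not given in the sources used here. The estimated counts summed to 12769668 to 25913869 per chow library (median 17791258) and to 14040723 to 24825322 per HSD library (median 20282685). Of the values above 0, 34.1% were whole numbers within 1e-06, and 99.1% of those whole numbers were even. No pair of libraries of the same diet was a repeat of one library, since over 16 pairs their counts differed by a chi-square of 8.07 to 140 per degree of freedom. The counts were rounded and 12091 genes passed edgeR's filter on low counts. Diets were compared with edgeR's quasi-likelihood test after TMM normalization (trimmed mean of M values), with Benjamini-Hochberg adjustment and a threshold of 0.05. The tool, the scaling, the estimate of the spread from so few livers and 2 series of library labels, each with livers of both diets, could all change the number of genes called.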

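In the livers of HSD-fed mice, genes of fatty acid synthesis were higher than in chow-fed mice. Of 18 genes of de novo lipogenesis listed before the data were examined, 11 rose at an adjusted p under 0.05 from edgeR (13 when adjusted over the list alone) and 7 did not pass. *Pnpla3*, which encodes a lipase-like protein of lipid droplets, averaged 1.32 ± 0.989 CPM (the gene's share of all counts, TMM-normalized; SD, n = 5) on chow and 15.0 ± 7.14 CPM (SD, n = 4) on HSD, a log2 fold change of 3.51 (standard error 0.51, adjusted p = 0.00297 from edgeR). The fatty acid elongase *Elovl6* had a log2 fold change of 1.91 (standard error 0.34) and the malic enzyme *Me1* one of 1.83 (standard error 0.29), though 36.9% of the 31-base sequences of *Me1* also occur in other genes. *Scd1*, the stearoyl-CoA desaturase and one of the most abundant liver transcripts, went from 11233 ± 6402 CPM on chow to 37770 ± 5486 CPM on HSD, a log2 fold change of 1.75 (standard error 0.38, adjusted p = 0.0200 from edgeR, and 0.0618 without HSD replicate 4). The chow livers were not alike in this list. Its mean log2 CPM, centred over the 9 libraries, was -1.24 in chow 1 and -1.13 in chow 3, -0.17 to -0.11 in the other chow livers and 0.38 to 0.95 in the HSD livers. In the same chow 1 and chow 3, the clock gene *Arntl* stood at 4.40 and 9.24 CPM, against 1.35 to 1.63 CPM in the other chow livers and 4.20 to 9.15 CPM in the HSD livers.

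Of 15 genes of glycolysis, 4 rose (7 higher and 1 lower when adjusted over the list alone). Among these were *Gpi1*, with a log2 fold change of 0.96 (standard error 0.15), *Eno1* with 0.47 (standard error 0.11), and *Pgd*. The call of *Eno1* was lost without HSD replicate 1 (adjusted p = 0.0941 from edgeR), and 28.5% of its 31-base sequences are shared with other genes. Of 16 genes of fructose metabolism and targets of the carbohydrate-responsive factor ChREBP, 3 rose (6 when adjusted over the list alone), namely *Fgf21*, *Khk* and *Tkt*. Ketohexokinase, *Khk*, the first enzyme of fructose breakdown, had a log2 fold change of 0.54 (standard error 0.14, adjusted p = 0.0425 from edgeR, and 0.113 without HSD replicate 3), and the transketolase *Tkt* one of 0.48 (standard error 0.11, adjusted p = 0.0238 from edgeR, and 0.0752 without HSD replicate 1). Competitive set tests (camera, preset correlation 0.01) gave adjusted p = 1.8e-16 for de novo lipogenesis, 0.00554 for glycolysis and 0.0273 for the fructose list. With an estimated correlation these became adjusted p = 0.417, 0.707 and 0.707, and the fructose list had an adjusted p of up to 0.0718 without chow replicate 1 or 3 (camera). Rotation tests of each list alone (fry) gave adjusted p = 0.0322, 0.166 and 0.174.

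Over all 12091 genes tested, 416 were higher and 391 lower on HSD, and 11284 did not pass. Of all genes tested, 11.3% had every HSD liver on the same side of every chow liver, which a random split of 9 livers into 5 and 4 gives for 1.59%. Of the 807 genes called, which were chosen for such a difference, 725 did. DESeq2 called 634 higher and 668 lower genes, and edgeR with library totals in place of TMM called 569 and 254, so that 69.1% of the calls were higher against 51.5%. Leaving out 1 liver at a time gave 153 to 475 higher and 149 to 493 lower genes, with the lowest counts without HSD replicate 1, and lipogenesis genes fell from 11 to 7 without HSD replicate 4.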

We validated the TFs that are enriched in disease-associated modules (Figure 6A). 

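The genes of module cohort1_215_M4 split by pathway in the mouse livers. Of the 37 module genes that Data S7 lists, 36 had a mouse symbol in the tables and 35 were tested. Among these, 7 rose on HSD at an adjusted p under 0.05 from edgeR (11 higher and 3 lower when adjusted over the list alone) and 28 did not pass, and 17 had an unadjusted p under 0.05. Among those that rose were *Acaca*, *Fasn*, *Fads1* and *Fads2* of fatty acid synthesis and desaturation, *Pgd* of the pentose phosphate pathway, and *Acat2* of cholesterol synthesis.

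*Acaca* encodes acetyl-CoA carboxylase, which commits acetyl-CoA to fatty acid synthesis, and lies on chromosome 11 of GRCm38 from 84129672 to 84401651. It averaged 167 ± 52.0 CPM (SD, n = 5) on chow and 638 ± 205 CPM (SD, n = 4) on HSD, a log2 fold change of 1.94 (standard error 0.26, adjusted p = 0.00199 from edgeR). *Fasn*, the fatty acid synthase, lies on the same chromosome from 120805846 to 120824547. Its level was 653 ± 235 CPM on chow and 2052 ± 731 CPM on HSD, a log2 fold change of 1.65 (standard error 0.29, adjusted p = 0.0074 from edgeR). The desaturase *Fads2* had a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.0152) and its neighbour *Fads1* one of 0.83 (standard error 0.17, adjusted p = 0.0148 from edgeR), and without HSD replicate 4 these adjusted p were 0.0512 and 0.0517. *Pgd* had a log2 fold change of 1.13 (standard error 0.19, adjusted p = 0.00622 from edgeR). *Acat2*, a thiolase that joins acetyl-CoA units, had a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.00926 from edgeR), but 43.7% of its 31-base sequences are shared with Acat3, so reads can be traded between these genes. Acat3 was lower, at 274 CPM on chow and 183 CPM on HSD (log2 fold change -0.58, standard error 0.11, adjusted p = 0.00833 from edgeR), while *Acat2* rose by 53.1 CPM. *Acaca* shares 33.5% of its sequences with other genes.

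Of 21 genes of cholesterol synthesis listed before the data were examined, 2 rose, among them *Acat2* (2 higher and 1 lower when adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.488, and 0.00986 without HSD replicate 1). That result rested on HSD 1. Its list mean, centred over all libraries, was -0.44 against 0.16 to 0.22 in the other HSD livers. *Arntl* was at 9.15 CPM in HSD 1 and at 4.20 to 4.23 CPM in the other HSD livers. With the log2 difference between *Arntl* and *Dbp* as a covariate, added after seeing the data, 4 genes of the list rose. Whether the clock sets HSD 1 apart in this list was not tested. *Mvk*, the mevalonate kinase, had a log2 fold change of -0.66 (standard error 0.23, adjusted p = 0.113) and *Mvd*, a later step, one of 0.47 (standard error 0.20, adjusted p = 0.175 from edgeR). By the branches drawn in Fig. 6B, 2 of 20 genes of the mevalonate pathway rose, 6 of 9 of de novo lipogenesis, 2 of 3 of lipolysis and triglyceride handling and 3 of 7 of glycolysis. The bile acid enzyme *Cyp7a1* was lower, with a log2 fold change of -1.66 (standard error 0.43, adjusted p = 0.0415 from edgeR, and 0.126 without HSD replicate 4). DESeq2 called 11 module genes higher and 1 lower, and without chow replicate 1 edgeR also called 11 higher and 1 lower. With only the livers of the first label series, 4 chow and 2 HSD, edgeR called 0 module genes, with log2 fold changes there of 1.59 for *Acaca* (adjusted p = 0.0705 from edgeR), 1.15 for *Fasn* and 0.90 for *Pgd*.

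**Figure D1:**
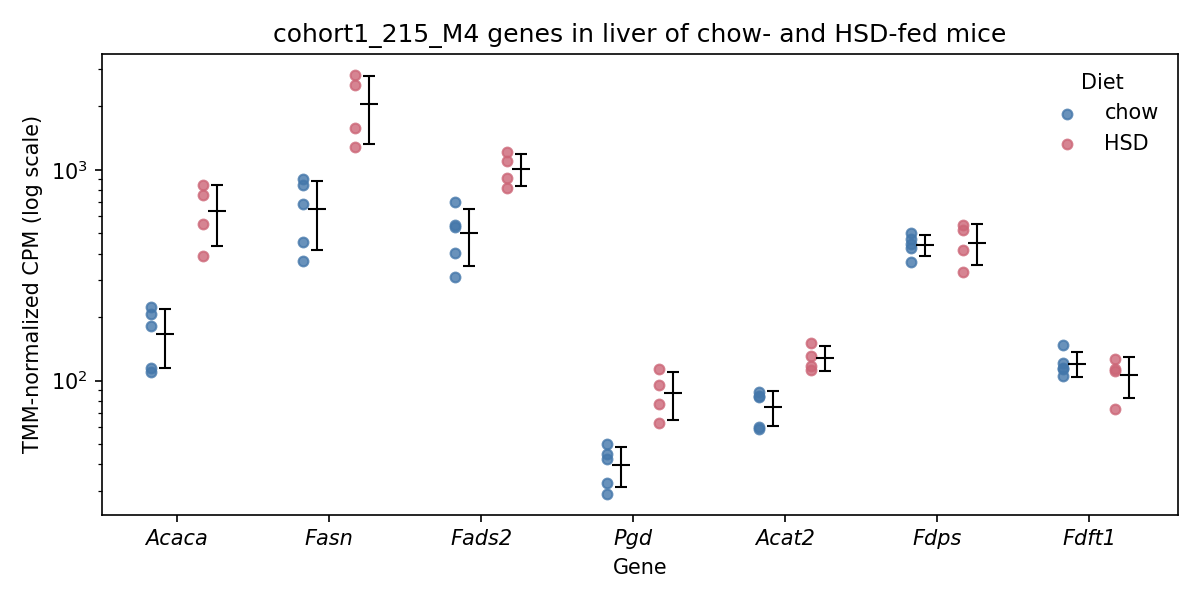
TMM-normalized CPM (log scale) of 7 genes of cohort1_215_M4 in each liver. Points are single mice, 5 on chow and 4 on HSD, and black marks are the mean and SD. Every HSD liver lies above every chow liver for Acaca, Fasn, Fads2, Pgd and Acat2, while the groups overlap for Fdps and Fdft1.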

The reporter TF algorithm was used to calculate the statistically significant expression changes of gene sets controlled by TFs. To study the regulation of module of genes using this method, we first examined the reporter TFs that are significantly associated with the upregulated and downregulated genes in NAFL vs control and NASH vs control, respectively (Data S9). The analysis identified 12 reporter TFs of genes in cohort1_215_M4, of which 9 were associated with upregulated genes in NAFLD, including, *ATF4*, *DDIT3*, *HDAC3*, *HNF4A*, *KLF5*, *NFYC*, *SREBF1*, *SREBF2*, and *YY1*. 2 reporter TFs (*VDR* and *WT1*) are associated explicitly with downregulated genes in cohort_215_M4 between patients with NAFL and control samples. *KLF13* was significantly associated with upregulated genes between NASH and control samples. Among these reporter TFs, five of them (*HNF4A*, *SREBF1*, *SREBF2*, *YY1*, and *KLF13*) were also identified by hypergeometric test for cohort1_215_M4 (Figure 5A). Between mice fed by HSD and chow diet (Figure 6A; Data S10), 5 reporter TFs (including *KLF5*, *KLF13*, *SREBF1*, *SREBF2*, and *CREB1*) were identified, showing significant association with upregulation of genes using corresponding human orthologs. 

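The targets that Data S8 lists for a TF within cohort1_215_M4 did not all move together. Of the 6 targets of *SREBF1*, *Fasn* rose (3 higher when adjusted over the list alone). The ATP citrate lyase *Acly* had a log2 fold change of 1.27 (standard error 0.38, adjusted p = 0.0688 from edgeR). *Fdps* (0.03, standard error 0.15) and *Fdft1* (-0.18, standard error 0.15), which *SREBF2* also targets, did not pass. Of the 5 targets of *SREBF2* tested, 1 rose (2 higher when adjusted over the list alone). *Npc1l1*, a further target of *SREBF2* and *HNF4A* that takes up cholesterol, was listed at 0 in all 9 livers. Of the 3 targets of *HNF4A* tested, *Acat2*, which shares sequences with the lower Acat3, rose (2 higher when adjusted over the list alone). *Fdps* and *Lss*, targets of *YY1*, did not pass.

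Rotation tests of each target set (limma's fry), adjusted over the 4 sets, gave an adjusted p of 0.0613 for *SREBF1*, 0.181 for *SREBF2*, 0.0267 for *HNF4A* and 0.641 for *YY1*. With camera they were 0.0263, 0.120, 0.0263 and 0.732, and with an estimated correlation the adjusted p was 0.311 for both *SREBF1* and *HNF4A*. The call of *HNF4A* was lost without any one of 6 livers, with an adjusted p of up to 0.0686 from limma's fry without chow replicate 5, and without HSD replicate 1 the sets of *SREBF1* and *SREBF2* both passed (adjusted p = 0.0158, fry).

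The methods name the PIANO package for the reporter TF analysis, with genes out of the module given a p-value without evidence of change, and do not give a formula. Here a score was computed as the sum of gene-level Z values from edgeR for higher expression on HSD over the square root of the number of targets, with targets out of the module counted at 0. It was 1.83 for *SREBF1* (2.17 in the paper's Data S9, in its part for HSD against chow) and 1.33 for *SREBF2* (1.76 in the same part of the paper's Data S9). Without HSD replicate 4 the scores were 1.24 and 0.784, and with only the livers of the first label series 0.630 and 0.262. Data S10, which the paper cites for the mice, was not used here. A score with no effect has an SD of 0.5 for both if targets are independent, and a larger one with the correlations of 0.310 and 0.510 that camera estimates among the targets of *SREBF1* and *SREBF2*. From its own reporter TF analysis, the paper concludes that *SREBF1* and *SREBF2* are associated with upregulated genes in the HSD-fed mice. The module targets of *KLF5*, *KLF13* and *CREB1* are not reported here.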

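The mRNAs of the TFs themselves did not pass the test. Of the 6 TF genes tested, edgeR, DESeq2 and limma voom each called 0, and 0 had an unadjusted p under 0.05. *Srebf1* averaged 191 ± 45.3 CPM (SD, n = 5) on chow and 222 ± 46.4 CPM (SD, n = 4) on HSD, a log2 fold change of 0.22 (standard error 0.18, adjusted p = 0.509 from edgeR). *Srebf2* stood at 59.0 ± 14.8 and 59.1 ± 7.34 CPM, and *Klf13* at 62.6 ± 8.50 and 66.1 ± 9.46 CPM, with log2 fold changes of 0.00 (standard error 0.16) and 0.08 (standard error 0.12). *Hnf4a*, the hepatocyte nuclear factor, had a log2 fold change of 0.22 (standard error 0.12), *Yy1* one of 0.11 (standard error 0.09) and *Creb1* one of 0.16 (standard error 0.17). *Klf5* had 0 to 4 counts per liver, too few to be tested.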

Taken together, our analysis validated *SREBF1*, *SREBF2*, and *KLF13* as TFs that regulate the hepatic expression of genes in cohort1_215_M4.

**Figure 6:**
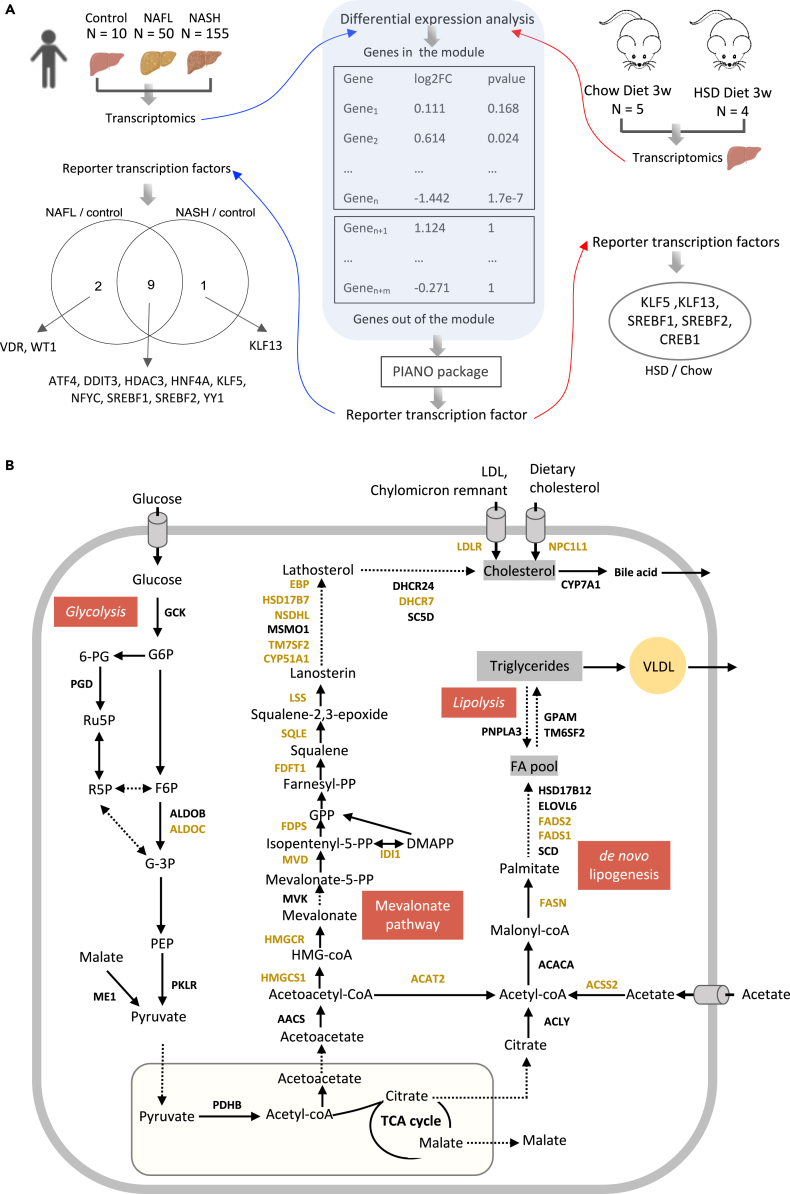
Validation of transcription factors in a mouse NAFLD model (A) Reporter transcription factor analysis was used to validate transcription factors identified in disease-associated modules using transcriptomics data of NAFLD cohort 1 and newly generated from a mouse NAFLD model. (B) Conserved disease-associated modules revealed the dysregulation in the mevalonate pathway, *de novo* lipogenesis, glycolysis, and lipolysis.

### Hepatic co-expression networks reflect dysregulated cholesterol homeostasis and de novo lipogenesis in the NAFLD cohorts

In our network analysis, we found conserved disease-associated modules across three independent NAFLD cohorts and more than 70% of the genes involved in the modules are associated with metabolic functions. Most of the metabolic genes in this consensus module are associated with cholesterol metabolism. For instance, 13 genes, namely *HMGCS1*, *HMGCR*, *MVD*, *IDI1*, *FDPS*, *FDFT1*, *SQLE*, *LSS*, *CYP51A1*, *TM7SF2*, *NSDHL*, *HSD17B7*, *EBP,* and *DHCR7*, which are shared among the three disease-associated modules from different cohorts, and 5 genes, namely *AACS*, *MVK*, *MSMO1*, *DHCR24,* and *SC5D* which are included in at least one of the disease-associated modules from different cohorts, are involved in the endogenous synthesis of cholesterol (Figure 6B). *LDLR* and *NPC1L1*, responsible for the uptake of cholesterol, are also found in the disease-associated modules from all three cohorts. In addition, several genes, namely *ACLY*, *ACSS2*, *ACACA*, *FASN*, *SCD*, *FADS1*, *FADS2*, *ELOVL6*, *HSD16B12*, *GPAM*, *PNPLA3,* and *TM6SF2*, which are involved in *de novo* lipogenesis and lipolysis, are also included in the disease-related modules in at least one of the cohorts. Finally, genes encoding glycolytic enzymes, such as *GCK*, *PGD*, *ALDOB*, *ALDOC*, *PKLR*, *ME1,* and *PDHB*, are also found in the disease-related modules. In summary, co-expression network analysis revealed a strong connection between the disease-associated clusters with the cholesterol metabolism, *de novo* lipogenesis and glycolysis in the liver and suggests their potential roles in the development of NAFLD.

## Discussion

Here, we applied a systems biology approach on human liver transcriptomics data to elucidate the dysregulated biological processes involved in NAFLD and identified potential regulators via integrating with a transcriptional regulatory network. Our analysis identified highly conserved disease-associated gene modules across three different NAFLD cohorts. These modules are specific to the disease networks, and we could not find such modules in the network generated from normal subjects (GTEx cohort). Therefore, these gene modules could play a critical role in the development of NAFLD indicating their importance to the mechanism of the disease. Interestingly, we found the majority of the genes (∼70%) in these disease-associated modules identified in the NAFLD cohort are included in the big gene module 3 of the GTEx cohort, which has 1,975 genes, suggesting that the disease-associated module and its related biological functions are co-regulated with a large gene group in normal subjects and dysregulated with the progression of NAFLD.

In addition, we showed that enriched TFs that regulate the disease-associated modules, which can facilitate our understanding of the regulatory mechanism of these perturbed biological processes. Transcription regulatory networks analysis indicated that *SREBF1*, *SREBF2*, *HNF4A*, *YY1*, and *KLF13* are the most prominent regulators of gene expression in disease-associated modules, 3 of which (*SREBF1*, *SREBF2*, and *KLF13*) were validated using the transcriptomics data generated from a mouse NAFLD model. Notably, *KLF13* is reporter TF, specific to this disease-associated module but not for the module from the normal subjects, suggesting their potential role in the development of NAFLD (Ericsson et al., 1999; Natesampillai et al., 2006). It has been shown that selective overexpression of *YY1* results in massive triglyceride accumulation and moderate insulin resistance in mice fed with HFD (Lu et al., 2014), and it may be a promising target for fatty liver diseases (Wu et al., 2017). We also show that *LDLR* is a central target gene regulated by the enriched TFs in this disease-associated module. It has been demonstrated that multiple mechanisms are involved in protecting against excessive cholesterol accumulation in the liver (Goldstein and Brown, 2009; Natesampillai et al., 2006). *LDLR*-mediated endocytosis contributes to this process by removing approximately 70% circulating cholesterol-enriched LDL and providing feedback transcriptional regulation of cholesterol synthesis through SREBFs (Goldstein and Brown, 2009).

Our systematic analyses also highlight the significant reporter metabolites involved in CS and HS biosynthesis, glycerophospholipid metabolism, folate metabolism, and oxidative phosphorylation. Such metabolites are consistent with the findings of previous studies and could be targeted for discovery of potential biomarkers in diagnosis of NAFLD. We also find that most of the genes involved in the disease-associated module are involved in metabolic pathways such as cholesterol metabolism, DNL, and glycolysis.

The liver plays a central role in cholesterol homeostasis, and growing evidence has shown that excess hepatic cholesterol and its associated hepatic lipotoxicity is a predominant factor in the development of human NAFLD (Ioannou, 2016; Min et al., 2012). Abundant hepatic free cholesterol stimulates Kupffer cells and hepatic stellate cells (HSCs), which are key mediators of fibrosis and inflammation, as well as mitochondrial dysfunction, and thus reflects the severity of disease (Musso et al., 2013). Notably, differential expression (DE) analysis pointed out significant upregulation of critical genes (adjusted p value < 0.05) in these cholesterol-related pathways in the disease-related module, including *HMGCR* (the principal rate-limiting enzyme in mevalonate pathway), *NPC1L1* (a major gene in intestinal cholesterol absorption) in NASH compared to control group (Data S2). We find scavenger receptor class B type I (*SCARB1*), which mediate the uptake of HDL cholesterol directly, is significantly increased in NAFLD patients compared to the control group. This suggests that upregulation of pathways in both synthesis and absorption of cholesterol may associate with the increased hepatic cholesterol (Ioannou, 2016), as well as increased bile acids in NAFLD patients (Jiao et al., 2018).

Additionally, recent studies have shown that high dietary cholesterol in the mice model is the causative factor for the progression of steatohepatitis to fibrosis and drives NAFLD associated HCC (Liu et al., 2018a; Shen et al., 2020; Zhang et al., 2021). We, therefore, investigated whether the disease-associated modules are predictive of patient outcome using the liver cancer data set. The results from Kaplan–Meier analysis show that the high expression of ∼41% genes (12 of 29 genes identified in all three disease-associated modules) (Figures S6 and S7) are significantly associated with poor survival of patients, for example, *FDFT1*, *MVD*, *DHCR7*, *SQLE,* and *MVD* with high connectivity in these modules. Liu et al. demonstrated that targeting *SQLE* can efficiently inhibit the NAFLD-HCC in cellular and animal models (Liu et al., 2018a). Considering the characteristics of the co-expression mechanism among genes with similar functions, this integrative network analysis reveals detailed molecules involved in the cholesterol metabolism and thus proposes more potential therapeutical targets of effective treatment for preventing NAFLD-to-HCC progression.

Moreover, in the disease-associated module, we also find genes associated with DNL. Generally, it is believed that the triglyceride accumulation in the liver of NAFLD patients is caused by elevation of both DNL and fat uptake (Donnelly et al., 2005; Perdomo et al., 2019). However, we do not find any genes related to fat uptake in these disease-associated modules. In fact, *CD36*, the key free fatty acid transporter, is not significantly changed between NAFLD and the control group (Data S2). The hepatic expression of *FABP5*, another critical transporter for fat, is significantly lower in the patients than the control group. In addition, most of DNL related genes are significantly upregulated in the NAFL and NASH patients compared with the control group. Taken together, these findings suggest that the DNL, rather than free fatty acid uptake, is the source of triglyceride accumulation in NAFLD patients.

Finally, we identified a few key enzymes involved in glycolysis and insulin signaling pathway which are included in the disease-associated module. For instance, *INSIG*, a key player in the insulin signaling pathway is included in the disease-associated modules among all three cohorts. A recent study has reported that *INSIG* is a central regulator in a negative feedback loop ensuring the balance of lipid desaturation and cholesterol composition and loss of *INSIG1* improves liver damage and would healing NASH progression (Azzu et al., 2021). In addition, *GCK*, which is a kinase specific to glucose, is involved in the module of cohort 2, and it is significantly upregulated in the NAFLD patients compared with the normal subjects (Data S2). In our previous study, we have reported that the *GCK* up-regulation is associated with elevated insulin resistance in patients and suggested an increased in influx from dietary glucose (Lee et al., 2016). Moreover, we also observed that *TKFC* included in disease-associated module and up-regulated in NAFLD patients. It has been reported that increased dietary fructose uptake could cause NAFLD in both mouse and human patients (Jensen et al., 2018; Loomba et al., 2021). Therefore, these results highlight the association between NAFLD and insulin resistance and suggest the potentially important contribution of dietary glucose, fructose, and sucrose to development of the disease.

In summary, unlike previous studies with the limitation of a few human NAFLD transcriptome data or focusing on individual genes influencing NAFLD progression, our network-driven approach reveals a highly conserved disease-associated gene module across three heterogeneous cohorts including patients with various degrees of NAFLD. In addition, our results highlight the predominant role of key transcriptional regulators, including *SREBF2*, *HNF4A*, *SREBF1*, *YY1,* and *KLF13* that are associated with lipid and cholesterol metabolism. Our integrative study enabled a comprehensive view of the molecular processes and key drivers associated with NAFLD, which provide molecular candidates in dysregulated pathways for developing effective therapies.

### Limitations of the study

Although we have identified key transcriptional factors and validated their roles in dietary mice model, we did not validate them in disease models. Therefore, future studies *in vitro*/*in vivo* disease models will be required to further investigate the potential pathogenic roles of the identified TFs in NAFLD.

## STAR★ Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Deposited data**		

NAFLD cohort 1 samples	The European Nucleotide Archive	SRP217231 https://www.ebi.ac.uk/ena/
NAFLD cohort 2 samples	The European Nucleotide Archive	SRP197353 https://www.ebi.ac.uk/ena/
NAFLD cohort 3 samples	ArrayExpress Archive	E-MTAB-9815https://www.ebi.ac.uk/arrayexpress/
Mouse NAFLD model	This paper	GSE184019https://www.ncbi.nlm.nih.gov/geo/

**Experimental models: Organisms/strains**		

C57BL/6J mice	Gothenburg, SE	NA

**Software and algorithms**		

R language version 4.0.3		https://cran.r-project.org/
Matlab language version R2020b		https://www.mathworks.com/
Cytoscape version 3.8.2		https://cytoscape.org
Python version 3.8	Python Software Foundation	https://www.python.org
Kallisto	Bray et al. (2016)	https://pachterlab.github.io/kallisto/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contract, Adil Mardinoglu ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

Nine C57BL/6J mice were fed a standard mouse chow diet and housed in a 12-h light–dark cycle. From the age of 8 weeks, the mice were then divided into two groups of 5 mice fed with chow diet, 4 mice fed with high-sucrose diet for 3 weeks, respectively.

### Method details

#### Transcriptomics data from mouse model

Nine C57BL/6J mice were fed a standard mouse chow diet and housed in a 12-h light–dark cycle. From the age of 8 weeks, the mice were then divided into two groups of 5 mice fed with chow diet, 4 mice fed with high-sucrose diet for 3 weeks, respectively. At the age of 11 weeks, all mice are sacrificed and liver necropsy were taken for RNA sequencing. RNA sequencing library were prepared with Illumina RNA-Seq with Poly-A selections. Subsequently, the libraries were sequenced on NovaSeq6000 (NovaSeq Control Software 1.6.0/RNA v3.4.4) with a 2×51 setup using ‘NovaSeqXp’ workflow in ‘S1’ mode flow cell. The Bcl was converted to fastq by bcl2fastq_v2.19.1.403 from CASAVA software suite (Sanger/phred33/Illumina 1.8+ quality scale). The fastq files for mice were then processed using a standard protocol of Kallisto (Bray et al., 2016).

### Quantification and statistical analysis

#### Data retrieving and pre-processing

Each dataset was pre-processed independently:

NAFLD cohorts. hepatic RNA-seq (raw fastq files) of NAFLD cohort 1 (Govaere et al., 2020) and cohort 2 (Hoang et al., 2019) were retrieved from European Nucleotide Archive (ENA) database (https://www.ebi.ac.uk/ena/) (Amid et al., 2020) under accession numbers SRP217231 (215 biopsy-proven NAFLD patients) and SRP197353 (78 biopsy-proven NAFLD patients), respectively; Hepatic RNA-seq of NAFLD cohort 3 (Azzu et al., 2021) with 58 biopsy-proven NAFLD patients were retrieved from the ArrayExpress data repository (Parkinson et al., 2005) under accession number E-MTAB-9815. Principle component analysis (PCA) was used to detect outlier samples (Figure S1) and three outlier samples in NAFLD cohort 2 were removed based on this analysis. Afterwards, gene abundance in both transcripts per million (TPMs)) and raw count were quantified using the Kallisto (Bray et al., 2016) pipeline based on human genome (ensemble 102 version). We subsequently used DESeq2 R package following a standard protocol (Love et al., 2014) to identify differentially expressed genes (DEGs, adjusted p-value < 0.01) and performed KEGG pathway enrichment using the Platform for Integrative Analysis of Omics (PIANO) R package (Varemo et al., 2013).

GTEx cohort. The RNA-seq data with gene abundance in transcript TPMs from human tissues was retrieved from Genotype tissue expression (GTEx) (https://gtexportal.org/home/datasets) (Consortium, 2013) and retained the samples with available dataset in liver tissue.

#### Construction of co-expression network and analysis

Considering the dramatic increase in size owing to the many gene isoforms and non-coding RNAs (van Dam et al., 2018), we used the “protein-coding genes” for annotation of RNA-seq dataset and then constructed the co-expression network in gene level. For each dataset, we first filtered out lowly-expressed genes based on their median gene expression level (TPM <1) and constructed co-expression networks by generating gene pairs Spearman correlation ranks within liver tissue, which was performed using “spearmanr” function from *SciPy* (Virtanen et al., 2020) in Python 3.8. Next, considering the network with negative correlation has relatively low correlation scores, we retained top 10% positively correlated genes that fulfilled FDR < 0.05 on the network (Arif et al., 2021) and performed module detection analysis using Leiden algorithm (Traag et al., 2019), implemented by Python package *leidenalg* (version 0.7.0) with “ModularityVertexPartition” to find the optimal partition. Modules with less than 30 genes were discarded to be able to get significant functional analysis results in the downstream analysis.

To explore the module similarity between different cohorts, we calculated the Jaccard index, which is simply defined as the size of the intersection between two modules divided by the size of the union of the same two modules, and used hypergeometric test to determine whether the genes in one module significantly overlapped with the genes in another module. The overlap was considered as significant when p-value less than 0.05. Topological and node properties of modules were determined using the *NetworkAnalyzer* (Assenov et al., 2008) plugin implemented in *Cytoscape* (version, 3.8.2) (Cline et al., 2007).

#### Functional annotation of modules in co-expression network of cohort

KEGG enrichment analysis. We performed functional enrichment analysis for the gene lists of each module of co-expression network using hypergeometric test, which is implemented by the python package *gseapy* (version 0.9.16; https://github.com/zqfang/gseapy), all gene sets of KEGG pathway were obtained from database source of *Enrichr* (Kuleshov et al., 2016).

Disease enrichment analysis. DisGeNet (Pinero et al., 2017) is a platform integrating information of gene-disease association from several public data sources and literature. In our analysis, the lists of diseases enriched by the gene lists in each network module were retrieved from the DisGeNet database using ToppFun of the ToppGene suite (Chen et al., 2009), all gene sets in detected modules were used as background gene sets. Disease terms with Benjamini-Hochberg corrected p-value <0.05 were retained and top 20 for each disease-associated module were presented.

Transcription factor enrichment analysis. We retrieved the human Transcriptional Regulatory Relationship Unravelled by Sentence-based Text mining (TRRUST) v2 database (https://www.grnpedia.org/trrust/) (Han et al., 2018) and obtained the lists of transcription factor and associated targets, which derived from 7,148 PubMed articles in where small-scale experimental studies of transcriptional regulation were described. In total, 9,395 TF-target regulatory relationships of 795 TFs and 2,493 targets were supplied as database for *Enrichr* (Kuleshov et al., 2016), implemented by the python package *gseapy* (version 0.9.16; https://github.com/zqfang/gseapy).

#### Reporter metabolite and reporter transcription factor analyses

To investigate the detailed metabolic differences associated with NAFLD, we first performed reporter metabolites analysis (Varemo et al., 2013) using the PIANO R package with topological information from liver-specific GEM *iHepatocytes2322* (Mardinoglu et al., 2014). Differential expression level of genes (log2-fold change) in each contrast and corresponding significant levels (p value) were used as input.

To validate the enriched transcription factors in disease-associated modules, we also employed the PIANO R package to perform reporter transcription factor (TF) analysis (Huang et al., 2017; Varemo et al., 2013) in which log2-fold change and p-value of genes, as well as transcriptional regulatory information of TF-target from TRRUST database (Han et al., 2018) were used as input. In the reporter TF analysis of a module, we kept the original p-value of genes in the module and assigned the p-value of genes that are not in the module to 1 in order to eliminate influences from genes in other modules.

#### TCGA data process and survival analysis

The transcript-expression level profiles (TPM) had been downloaded from Toil (Vivian et al., 2017) under the project ID of TCGA-LIHC. We screened all samples in TCGA-LIHC cohorts and kept 363 donors with both primary tumour solid tissue samples and clinical information. We only extracted tumour samples with identifier “A” for liver hepatocellular carcinoma and subsequently quantified the mRNA expression by Kallisto (Bray et al., 2016) based on the GENCODE reference transcriptome (version 23). Genes with an average TPM>1 were reserved for the following analysis. The clinical information was collected from TCGA Pan-Cancer Clinical Data Resource (TCGA-CDR) (Liu et al., 2018b). Samples with a survival time of zero-day were excluded.

To investigate if expression level of a gene is associated with patient outcomes, we first divided samples into high and low expression groups based on TPM value of the gene. Next, we performed Kaplan-Meier survival analysis to determine the association; the survival outcomes were then compared based on log-rank tests. To choose the best TPM cut-offs for grouping, all TPM values from the 20th to 80th percentiles were used to group the patients. Significant differences in the survival outcomes of the groups were examined, and the value with the lowest log-rank P-value is selected. The R package “survival” and graphics “ggplot” was used during the Kaplan-Meier analysis. Genes with log-rank P values less than 0.05 were defined as prognostic genes. In addition, if the group of patients with high expression of a selected prognostic gene has a higher observed event than the expected event, it is an unfavourable prognostic gene; otherwise, it is a favourable prognostic gene. All analysis were conducted with R.

## Data Availability

The raw expression data derived from mouse samples have been reposited at Gene Expression Omnibus and are publicly available as of the date of publication. Accession numbers are listed in the Key resources table. The paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contract upon request.

How the deposited data were processed for this re-analysis (not part of the article)

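Liver transcriptomes of 9 C57BL/6J mice were analysed, 5 fed chow and 4 fed HSD for 3 weeks. The mice are separate animals, so the spread within a diet is the spread between mice. The sex of the mice is not given in the sources used here. Samples were assigned to diets from their labels, and the group sizes match the methods. The human cohorts of the paper were not analysed here.

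The authors prepared poly-A libraries, sequenced pairs of 51-base reads and ran kallisto, whose version is not given in the sources used here. They deposited estimated counts per gene symbol, which are not scaled. They also deposited TPM values, scaled by the authors to a fixed sum per library. The TPM columns sum to 923061 to 945110 over the symbols listed, so some transcripts are outside the table. Kallisto divides a read that fits several transcripts among them, so genes with near-identical copies can trade counts. How transcripts were summed to gene symbols is not given in the sources used here. In the tables, 99.1% of the whole values are even, and the numbers of genes higher and lower, the module, lipogenesis and cholesterol synthesis counts, the set tests, the reporter scores and the genes followed over the settings were therefore also computed with the counts halved.

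The estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, diet being the single factor, with 7 residual degrees of freedom. An adjusted p under 0.05 (Benjamini-Hochberg over all genes tested) counted as higher or lower. The biological coefficient of variation was 0.187. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. Tested on simulated counts with the means and library sizes of this comparison, edgeR recovered 83 of 100 genes changed by a log2 fold change of 1 and 100 of 100 changed by 2 among 11982 genes, with 8 false calls. DESeq2 recovered 94 and 100 with 15 false calls, and limma voom 82 and 100 with 9. At 12769668 to 25913869 counts per liver, changes of 2-fold in single genes were therefore called only in part. Smaller changes were not simulated. Recovery was not given apart for genes with few counts or with the counts halved, and it can be lower there.

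Lists of genes for pathways, liver cell types and the paper's modules were fixed before the data were examined. Of the 41 lists, 29 with at least 3 genes tested and held in full were tested with camera (limma 3.58.1, preset correlation 0.01), with an estimated correlation, and with fry. Lists held in part, cohort1_215_M4 and cohort2_75_M3, were counted without a set test, as were single-gene and short lists. The list of the TF genes themselves was also counted without a set test, although it was held in full. Targets of *SREBF1*, *SREBF2*, *HNF4A* and *YY1* within cohort1_215_M4 came from Data S8 and were tested with fry and camera as a separate family of 4. Reporter scores were sums of Z values from edgeR, a formula the methods do not give, with genes out of the module counted at 0 after the step in the methods and the number of targets per TF from Data S9. Genes to be named were taken from a rule, not all of which the text names. It holds the genes the paper names for the mice and in Fig. 6B, the 10 largest and 10 smallest log2 fold changes among genes past the test with an average log2 CPM of at least 1 and diets fully apart, and up to 4 genes per list with the largest changes among those past the test. Genes used to describe single livers (*Arntl*, *Dbp*, *Saa1*, *Saa2*, *Hp*, *Lcn2* and the Y-linked genes) and paralogs (Acat3, *Selenbp1*) were chosen after their values were seen. Gene positions are from GENCODE for GRCm38, which holds 19293 of the 19329 symbols, and the share of a gene's 31-base sequences found in other genes was counted over the same transcripts.

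The alternatives set before the data were examined were DESeq2 1.42.0, other size factors, library totals, no filter on low counts, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1 and for all genes, limma voom, the replicate number as a block, the series of library labels as a covariate or its first series alone, each liver left out in turn, an adjusted p under 0.01, and TMM factors without red blood cell, immune and mitochondrial genes. Halved counts and a covariate for clock genes were added after seeing the data. No column of another sample was present in the tables (0 columns). Reads were not used here. The module targets of *KLF5*, *KLF13* and *CREB1* are not reported here, nor are some genes of the rule.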

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

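The tests of explanations for chow 1 in this part were chosen after the values were seen. A liver was singled out where its gap to the next liver of its diet was large against the range of the group, which chance gives in about 1 of 20 groups. Here it happened in 11 of 212 groups (5.19%), so the number of such cases is near what chance gives. This rate is a rough guide, since the lists share genes and most of the single genes were chosen as past the test. It does not weigh the size of a gap, so it does not put the acute phase genes of chow 1 down to chance.

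Chow 1 stood far above the other chow livers in the 21 acute phase genes, by 3.34 on the log2 scale on average. *Saa2* was at 10112 CPM in chow 1 and at 4.45 to 39.5 CPM in the other chow livers, and *Hp* at 19791 CPM against 1836 to 3750. A liver of an HSD-fed mouse under a chow label is argued against by the genes called without chow 1, on which it lies at 0.0897 between the chow mean at 0 and the HSD mean at 1. Immune or blood cells in the piece of liver are argued against by their markers, of which the highest list (Kupffer cells and macrophages) lies 0.848 above the other chow livers. No biological explanation was tested, since nothing in the design sets this mouse apart, and an inflamed liver stays open.

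In the bile acid list, chow 1 lay at -0.48 from the mean of the other chow livers on the log2 scale. In the red blood cell list chow 2 lay 2.12 above the other chow livers. In the cholesterol synthesis list chow 3 lay at -0.25 and HSD 1 at -0.64 from the others of their diets. Kupffer cell and macrophage markers of HSD 4 lay at -0.83 from the other HSD livers. Single genes set apart in 1 liver were *Me1* in HSD 2 (-0.59), *Cyp2b10* in HSD 3 (1.18), *Acot3* in chow 4 (2.26), *Enho* in chow 4 (-1.35) and *Gpt* in HSD 1 (-0.39), each as log2 CPM minus the mean of the others of its diet.

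Genes past the test outside cohort1_215_M4, which the paper's text does not discuss for the mice, numbered 800. Among the largest changes were *Cyp2b10* (log2 fold change 3.61), *G6pdx* (3.58), *Fgf21* (2.99) and *Apoa4* (2.82), which were higher on HSD. *Selenbp2* (-4.13), *Enho* (-3.51), *Serpina1e* (-2.48), *Cyp7b1* (-1.90), *Cyp7a1* (-1.66) and *Alas2* (-1.14) were lower.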

How the results depend on the processing

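Of the 56 genes past the test that were taken from the rule for named genes and followed over the settings, 33 passed without any single liver and 10 in every setting, and 0 changed sign. Depth leaves few counts for *Pnpla3* (2 to 47.3 per chow liver) and *Fgf21* (4 to 18 per chow liver), and its part in their spread was not tested. The cause was not tested for any change in this part, beyond fewer mice or fewer genes where a setting removes them. Halved counts and the clock covariate were chosen after seeing the data. The genes changed on HSD (807, of which 416 higher) numbered 1302 with 634 higher with DESeq2 (806 of the 807 genes shared), 209 with 97 higher at an adjusted p under 0.01, 425 with 217 higher with the replicate number as a block, 533 with the label series covariate, 34 with 15 higher in label series 1 alone, and 294 with 243 higher with limma on log2(TPM + 1) over all genes. Of the lower genes, 391, there were 254 with library totals, 255 with the label series covariate, and 101 with limma on log2(TPM + 1) and on log2(TPM + 0.1) over filtered genes. The higher and lower genes were 153 and 149 without HSD replicate 1, 158 and 171 without HSD replicate 4, 254 and 224 without HSD replicate 3, 304 and 256 without HSD replicate 2 and 267 and 282 without chow replicate 5. Over single livers left out, 302 to 968 genes changed, 153 to 475 of them higher. The numbers do not pair the mice. With the mean of its diet subtracted from each gene, same-numbered livers correlated at -0.061 to 0.066 over 4 pairs. On these values 1 HSD liver correlated best with its own number. Of other splits of the 9 livers, 100 drawn with the real one, the highest called 111 genes against 807 (1 of 100 splits as large), which argues against chance. As the real split is among the 100, 1 of 100 is the lowest share possible. The other splits mix the diets, so a real diet difference adds to their spread and can lower their calls.

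Module genes rose in number to 11 with DESeq2 (1 lower), were 4 at an adjusted p under 0.01 and 0 in label series 1, and ranged from 5 to 11 higher and 0 to 1 lower over single livers left out, with 11 higher and 1 lower without chow replicate 1 and 1 lower without chow replicate 3. Other splits called at most 0 module genes against 7 (1 of 100 as large, again the lowest share possible), which argues against chance. Lipogenesis genes higher were 7 at an adjusted p under 0.01, 0 in label series 1, and 7 to 12 over single livers left out, lowest without HSD replicate 4. Cholesterol synthesis genes higher were 1 at an adjusted p under 0.01, 1 with limma over all genes, 0 in label series 1, 4 with the clock covariate and 2 to 4 over single livers left out, highest without chow replicate 1. The lists past camera, 11 of 29, were 6 with limma voom, 5 at an adjusted p under 0.01, 2 with fry, 0 with an estimated correlation and 7 to 12 over single livers left out, lowest without chow replicate 3. As many lists passed in 45 of 100 splits, up to 20, so chance cannot be excluded for that number.

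The adjusted p of the *HNF4A* set (0.0267) was 0.311 with an estimated correlation, 0.217 in label series 1, 0.0559 with the label series covariate, 0.141 with the block and 0.0158 to 0.0686 over single livers left out. As many sets passed in 3 of 100 splits, with a highest other value of 1 against 1. The *SREBF1* set (0.0613) passed with camera (0.0263, and adjusted p = 0.311 with an estimated correlation), library totals (0.0303), limma on log2(TPM + 1) (0.0249), on log2(TPM + 0.1) (0.0253) and over all genes (0.0295), and ranged from 0.0158 (without HSD replicate 1) to 0.146 over single livers left out. The *SREBF2* set (0.181) passed with limma on log2(TPM + 1) (0.0423), log2(TPM + 0.1) (0.0426) and over all genes (0.0490), and ranged from 0.0158 (without HSD replicate 1) to 0.345. The *YY1* set (0.641) turned to lower with the label series covariate (0.866), in label series 1 (0.697) and without HSD replicate 4 (0.858), in a range of 0.154 to 0.945 over single livers left out. Reporter scores were 2.65, 2.65 and 2.51 for *SREBF1* and 2.14, 2.14 and 2.06 for *SREBF2* with limma on log2(TPM + 1), on log2(TPM + 0.1) and over all genes, and 0.630 and 0.262 in label series 1. Over single livers left out they ranged from 1.24 to 2.19 and from 0.784 to 1.96, lowest without HSD replicate 4. A score with each gene's own p out of the module was not run.

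Of 14 genes followed over the settings that did not pass, 5 changed sign in at least 1 setting. *Srebf2* had a log2 fold change of -0.00056 with DESeq2, -0.0018 with RLE size factors, -0.0296 with the block and -0.136 in label series 1, and of -0.0630 to 0.15 over single livers left out. *Fdft1* was at 0.0579 with limma on log2(TPM + 1) and over all genes and at 0.0585 on log2(TPM + 0.1). *Fdps* was at -0.200 in label series 1 and -0.103 with the label series covariate, and at -0.0695 to 0.16 over single livers left out. *Lss* was at -0.0843, -0.0843 and -0.0891 under the same limma settings, -0.0972 in label series 1 and -0.0271 with the label series covariate, and at -0.0191 to 0.22 over single livers left out. *Klf13* was at -0.0184 to 0.14 over single livers left out. The cholesterol synthesis list turned to lower in label series 1 (camera, adjusted p = 0.501) and had an adjusted p of 0.00986 to 0.891 over single livers left out, lowest without HSD replicate 1.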

Differences from the paper's values

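The reporter scores computed here were 1.83 for *SREBF1* and 1.33 for *SREBF2*, and the statistics in the paper's Data S9 are 2.17 and 1.76. Over the settings tried the scores ranged from 0.630 to 2.65 for *SREBF1* and from 0.262 to 2.14 for *SREBF2*, lowest in label series 1 alone. Data S10, which the paper cites for the mice, was not used here. The paper associates *SREBF1* and *SREBF2* with upregulated genes, and here the *SREBF1* set did not pass fry (adjusted p = 0.0613) nor the *SREBF2* set (adjusted p = 0.181), although *Fasn* rose. The *SREBF1* set passed with camera (0.0263), library totals (0.0303), limma on log2(TPM + 1) (0.0249), on log2(TPM + 0.1) (0.0253) and on all genes (0.0295), and without HSD replicate 1 (0.0158). It did not pass with camera at an estimated correlation (adjusted p = 0.311), with limma voom (0.140), with the replicate number as a block (0.221) or with the label series covariate (0.0979). The *SREBF2* set passed with limma on log2(TPM + 1) (0.0423), on log2(TPM + 0.1) (0.0426) and on all genes (0.0490), and without HSD replicate 1 (0.0158), and not with camera (0.120). The paper does not list *HNF4A* among the reporter TFs of the mice. No reporter score was computed for *HNF4A* here, so this cannot be set against the paper's statistic. By the other tests, its 3 targets passed fry (adjusted p = 0.0267) but not camera at an estimated correlation (adjusted p = 0.311), nor fry with the block (0.141), with the label series covariate (0.0559) or without any one of 6 livers (up to 0.0686).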

Other observations

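In this part, the test of the higher lipogenesis genes against the series of library labels was chosen after the values were seen, and the clock covariate was added after seeing the data. Of 20 genes of bile acid synthesis and transport 4 fell and 7 had a positive log2 fold change (7 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 0.0459, adjusted p = 0.707 with an estimated correlation, fry 0.194, and up to 0.127 from camera without chow replicate 3, the call being lost without any one of 6 livers). *Cyp7b1*, an oxysterol hydroxylase of bile acid synthesis, went from 356 ± 84.9 CPM (SD, n = 5) on chow to 95.7 ± 19.0 CPM (SD, n = 4) on HSD, a log2 fold change of -1.90 (standard error 0.19, adjusted p = 0.000377 from edgeR). *Cyp2c70*, which makes muricholic acids, had a log2 fold change of -0.67 (standard error 0.15) and *Amacr*, a racemase of side-chain shortening, one of -0.43 (standard error 0.10), and these calls were lost without HSD replicate 1 (adjusted p = 0.0716) and without HSD replicate 4 (adjusted p = 0.106 from edgeR). Of 24 genes of xenobiotic metabolism tested, 2 rose and 6 fell (3 and 10 when adjusted over the list alone; camera, adjusted p = 0.194, and 0.00801 without chow replicate 1). *Cyp2b10*, an inducible cytochrome P450, went from 1.88 ± 1.06 to 23.4 ± 11.3 CPM, a log2 fold change of 3.61 (standard error 0.40), and *Cyp2c29* had one of 1.31 (standard error 0.15). *Gsta2* (-2.10, standard error 0.45) and *Gsta4* (-0.78, standard error 0.17), glutathione transferases, were lower, with adjusted p = 0.0606 and 0.0700 from edgeR without HSD replicate 4. *Gsta2* shares 60.7% of its 31-base sequences with other genes and *Cyp2b10* 19.4%.

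Among genes past the test with the diets fully apart and an average log2 CPM of at least 1, the largest fall was in *Selenbp2*, a selenium-binding protein, from 1843 ± 476 CPM on chow to 105 ± 33.1 CPM on HSD, a log2 fold change of -4.13 (standard error 0.27, adjusted p = 2.8e-05 from edgeR). It lies on chromosome 3 of GRCm38 from 94693556 to 94704413. *Selenbp2* shares 59.3% of its 31-base sequences with *Selenbp1*, which had a log2 fold change of -0.14 (standard error 0.14). *Enho*, which encodes the secreted peptide adropin, fell from 21.4 ± 7.10 to 1.89 ± 0.515 CPM, and *Serpina1e*, an alpha-1-antitrypsin gene, from 14950 ± 3080 to 2689 ± 440 CPM. *Serpina1e* shares 54.2% of its sequences with other genes, and over the other 4 members of its family the sum went from 26063 to 22666 CPM. *G6pdx*, the first enzyme of the pentose phosphate pathway, rose from 7.00 ± 2.30 to 84.1 ± 25.2 CPM, and *Apoa4*, an apolipoprotein, from 199 ± 37.0 to 1413 ± 450 CPM, with 23.6% and 64.5% of their sequences shared with other genes. *Pnpla5*, another patatin-like lipase, had a log2 fold change of 3.88 (standard error 0.60) and the secreted factor *Fgf21* one of 2.99 (standard error 0.40) from a level of 0.563 ± 0.270 CPM on chow. *Lepr*, the leptin receptor, rose by 2.12 on the log2 scale (standard error 0.51, adjusted p = 0.0318 from edgeR, and 0.0802 without HSD replicate 1).

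Of 30 genes of fatty acid oxidation and PPARA targets tested, 4 rose and 2 fell (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.0760, and past the threshold, as low as 0.00451, without chow replicate 3 or 4 or HSD replicate 3 or 4). *Pdk4* had a log2 fold change of 1.82 (standard error 0.23) at 1.68 CPM on chow, and the thioesterases *Acot3* (2.64, standard error 0.58) and *Acot4* (0.99, standard error 0.23) lost their calls without HSD replicate 1 (adjusted p = 0.0693 and 0.0750 from edgeR). Of 12 genes of fatty acid uptake, the binding proteins *Fabp5* (1.60, standard error 0.31) and *Fabp2* (0.95, standard error 0.13) were the 2 that rose (3 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.321), while the list's median log2 fold change was -0.10 and its mean 0.13. Of 23 genes of cholesterol uptake, efflux and LXR targets tested, *Insig2* rose, with a log2 fold change of 0.86 (standard error 0.17), and 8 rose when adjusted over the list alone (camera, adjusted p = 0.0356, adjusted p = 0.417 with an estimated correlation, fry 0.0322, and up to 0.0886 from camera without chow replicate 3 or HSD replicate 2 or 4). In gluconeogenesis, with 11 genes, *Ppargc1a* was higher (0.93, standard error 0.17) and *Gpt* lower (-0.88, standard error 0.12), also when adjusted over the list alone (1 and 1; camera, adjusted p = 0.812). In the ER stress list, with 21 genes, *Psat1* was higher (1.71, standard error 0.38; adjusted p = 0.0782 from edgeR without HSD replicate 1) and 3 were higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.995). In cohort2_75_M3, 12 of 66 genes rose and 2 fell (18 and 6 when adjusted over the list alone), and in cohort3_58_M7 10 of 65 rose and 1 fell (17 and 4 when adjusted over the list alone; camera, adjusted p = 0.00216, and adjusted p = 0.707 with an estimated correlation).

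Male-biased liver genes and urinary proteins were lower in part. Of 18 male-biased genes, *Serpina1e*, *Cyp7b1* and *Mup1* were the 3 that fell (6 when adjusted over the list alone; camera, adjusted p = 0.00683, and adjusted p = 0.687 with an estimated correlation), and 9 of the 18 had a positive log2 fold change (median -0.06, mean -0.39). Among those 9 were the Y-linked *Ddx3y* (0.17), *Eif2s3y* (0.05), *Kdm5d* (0.03) and *Uty* (0.43), and the list was not tested without them. All 9 livers expressed the Y-linked *Kdm5d*, at 11.1 to 14.9 CPM. Of 20 major urinary protein genes tested, *Mup1* (-1.55, standard error 0.39) and *Mup12* (-1.88, standard error 0.33) were the 2 that fell (4 when adjusted over the list alone; camera, adjusted p = 0.0356, adjusted p = 0.874 with an estimated correlation, and up to 0.294 without chow replicate 1 or 3 or HSD replicate 2). They share 70.2% and 92.1% of their sequences with other genes, and *Mup1* had an adjusted p of 0.0966 from edgeR without HSD replicate 1. Of 6 female-biased genes tested, *Cyp17a1* (1.94, standard error 0.39) and *Acot3* were higher (2 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.211). Of 21 acute phase genes, *Itih3* (-1.06, standard error 0.28) and *Saa4* (-1.88, standard error 0.50) were the 2 that were lower (11 when adjusted over the list alone; camera, adjusted p = 0.00259, and adjusted p = 0.836 with an estimated correlation). In this list chow 1 lay 3.34 above the other chow livers on the log2 scale, and without chow replicate 1 the log2 fold changes of *Itih3* and *Saa4* were -0.68 and -1.09 (adjusted p = 0.00397 and 0.00636 from edgeR). The adjusted p of *Itih3* was 0.125 without HSD replicate 4 and that of *Saa4* 0.110 without HSD replicate 1 (edgeR).

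Among cell type markers, *Cd9* rose (1.43, standard error 0.13) of 15 Kupffer cell and macrophage genes tested, whose median log2 fold change was -0.49 (1 higher when adjusted over the list alone; camera, adjusted p = 0.260). *Alas2*, an enzyme of heme synthesis, fell by 1.14 on the log2 scale (standard error 0.10) of 5 red blood cell genes tested (1 lower when adjusted over the list alone; camera, adjusted p = 0.0410, adjusted p = 0.707 with an estimated correlation, 0.871 without chow replicate 2, and lost also without HSD replicate 1 or 3). Its level on chow, 151 ± 13.2 CPM, stood above that of the globin gene *Hba-a1*, which was at 6.07 to 42.3 CPM. *Serpina1a* (-0.38, standard error 0.10, adjusted p = 0.0475 from edgeR, and 0.146 without HSD replicate 1) was the gene that fell of 12 hepatocyte markers (2 lower when adjusted over the list alone; camera, adjusted p = 0.267), and 65.2% of its sequences are shared. *Cela1* (-0.81, standard error 0.19) fell of 2 pancreas markers tested (1 when adjusted over the list alone), with adjusted p = 0.0750 from edgeR without HSD replicate 1. In 13 lists edgeR called 0 of 216 genes tested, with 29 at an unadjusted p under 0.05, 6 called by DESeq2 and 0 by limma voom. These are the interferon, circadian clock, oxidative phosphorylation, proteasome, cell cycle and mitochondrially encoded genes and the stellate, endothelial, cholangiocyte, lymphocyte, neutrophil, adipose and muscle markers. When adjusted over the list alone, 1 clock gene was higher and 1 lower. Of them, the stellate cell and fibrosis list passed camera as higher (adjusted p = 0.0355, adjusted p = 0.707 with an estimated correlation, and up to 0.165 without chow replicate 3 or HSD replicate 2 or 3).

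The higher lipogenesis genes on HSD could in part follow the time of day, because clock genes differed among the chow livers. The series of library labels was considered as a separate possible cause, to which the clock genes do not point. The log2 difference between *Arntl* and *Dbp* was -3.27 in chow 1 and -1.56 in chow 3, -6.41 to -6.04 in the other chow livers and -4.48 to -1.93 in the HSD livers. With this difference as a covariate, added after seeing the data, the median log2 fold change of the 18 genes was 1.45, against 1.13 without it, and 15 genes rose, which argues against time of day as the whole cause. With the label series as a covariate the median was 1.01, which argues against that series as the whole cause. The diet itself, and the feeding state at the time of sampling, stay open, and a relation to the clock that is not linear was not tested.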
